# Derivation and Characterization of Endothelial Cells from Porcine Induced Pluripotent Stem Cells

**DOI:** 10.3390/ijms23137029

**Published:** 2022-06-24

**Authors:** Yang Yu, Xuechun Li, Yimei Li, Renyue Wei, Hai Li, Zhonghua Liu, Yu Zhang

**Keywords:** pig, endothelial cells, TGF-β, hindlimb ischemia, angiogenesis

## Abstract

Although the study on the regulatory mechanism of endothelial differentiation from the perspective of development provides references for endothelial cell (EC) derivation from pluripotent stem cells, incomplete reprogramming and donor-specific epigenetic memory are still thought to be the obstacles of iPSCs for clinical application. Thus, it is necessary to establish a stable iPSC-EC induction system and investigate the regulatory mechanism of endothelial differentiation. Based on a single-layer culture system, we successfully obtained ECs from porcine iPSCs (piPSCs). In vitro, the derived piPSC-ECs formed microvessel-like structures along 3D gelatin scaffolds. Under pathological conditions, the piPSC-ECs functioned on hindlimb ischemia repair by promoting blood vessel formation. To elucidate the molecular events essential for endothelial differentiation in our model, genome-wide transcriptional profile analysis was conducted, and we found that during piPSC-EC derivation, the synthesis and secretion level of TGF-β as well as the phosphorylation level of Smad2/3 changed dynamically. TGF-β-Smad2/3 signaling activation promoted mesoderm formation and prevented endothelial differentiation. Understanding the regulatory mechanism of iPSC-EC derivation not only paves the way for further optimization, but also provides reference for establishing a cardiovascular drug screening platform and revealing the molecular mechanism of endothelial dysfunction.

## 1. Introduction

Globally, the number of patients with cardiovascular disease (CVD) increases year by year, from 271 million in 1990 to 523 million in 2019 [1]. With the characteristics of poor prognosis and high disability and death rates, cardiovascular disease seriously affects people’s quality of life. Endothelial cells (ECs), located on the inner side of vascular lumen, play critical roles in maintaining vascular integrity, regulating vascular permeability, angiogenesis and vasculogenesis. Loss or dysfunction of ECs is one of the main pathogenic factors of CVD [2,3].

In 1997, Asahara et al., isolated the endothelial progenitor cells from human peripheral blood for the first time and showed that these cells could participate in neovascularization [4]. Subsequent studies suggested that autologous transplantation of CD34^+^ cells improved the perfusion of ischemic tissue and reduced the amputation rate of patients with critical limb ischemia [5]. To mimic human ischemic diseases, animal models of myocardial ischemia and limb ischemia are usually generated to evaluate the effects of cell or drug treatments [6]. However, the limited source and the diseases with endothelial lesions hinder the clinical application of autologous endothelial cells. The emergence of iPS technology theoretically solved the problem; thereafter, an increasing number of studies focused on the directed differentiation of iPSCs into endothelial cells [7,8]. In 2009, a study showed that the morphology and function of ECs derived from human iPSCs were highly consistent with those derived from human ESCs, and both expressed classical endothelial marker CD31, absorbed low-density lipoprotein and formed vascular networks in vitro and in vivo, but compared with ESCs, the differentiation efficiency of iPSCs was lower [9].

During embryonic development, mesoderm segregates from mesendoderm, and a part of mesodermal cells differentiate into endothelial progenitors [10]. The induction of mesendoderm is evolutionarily well-organized and rigorously controlled by several signaling pathways, including Nodal, Wnt and FGF, and a series of transcription factors, including Mix-like, GATA, Sox and Fox [11,12]. Specialized endothelial progenitors will finally become endothelial cells, and this process is regulated by Nodal, BMP4, etc., signaling pathways. Factors such as VEGF and Ihh secreted by primitive endoderm are also involved in endothelial cell formation [13,14,15]. Following the developmental process, researchers tried to derive endothelial cells from pluripotent stem cells in vitro. In 2013, Tan et al., found that short-term treatment of the GSK3β signaling pathway inhibitor CHIR99201 was sufficient for pluripotent stem cells to generate mesendodermal cells [16]. In addition, other small molecules, factors and even microRNAs are proved to promote mesodermal or endothelial generation [17,18,19,20]. Although the study on the molecular mechanism of endothelial differentiation from the perspective of development provides references for endothelial cell derivation from pluripotent stem cells, incomplete reprogramming and donor-specific epigenetic memory are still thought to be the obstacles of iPSCs for clinical application. Thus, it is necessary to establish a stable iPSC-EC induction system and investigate the regulatory mechanism of endothelial differentiation.

Compared with small experimental animals, pigs are considered as ideal cardiovascular and metabolic disease models for humans, due to their similar organ size, anatomical structure and physiological characteristics; moreover, pigs have a relatively long lifespan [21,22,23]. However, compared with humans and mice, studies on porcine vascular endothelial cells are very limited. Although several studies have utilized porcine cardiovascular disease models for cell-based transplantation therapy, most of the transplanted endothelial cells were derived from porcine mesenchymal stem cells [24,25]. In 2013, Gu et al., obtained vascular endothelial cells from porcine iPSCs for the first time by embryoid body differentiation and their subsequent study showed that the cells could improve the cardiac function of mice with myocardial infarction [26]. In 2020, we provided a feeder- and serum-free culture system for deriving ECs from porcine iPSCs, which was the first trial on other species except for human and mice [27,28].

In this study, we examined the in vitro and in vivo angiogenic potentials of porcine iPSC-derived ECs and explored the regulatory mechanism of endothelial differentiation in our culture system. Understanding the mechanism of endothelial differentiation not only paves the way for the optimization of the iPSC-EC induction system, but also provides reference for establishing a cardiovascular drug screening platform and revealing the molecular mechanism of endothelial dysfunction.

## 2. Results

### 2.1. Generation and Characterization of piPSC-ECs

The induction protocol of piPSCs into endothelial cells (ECs) is shown in Figure 1A. On day 8 of induction, CD31-positive cells emerged, and on day 12, flow cytometry sorting was used to obtain the CD31-positive cells, which accounted for 10.18% of the differentiated cells (Figure S1). The sorted cells adhered and exhibited typical morphological characteristics of endothelial cells such as diamond or polygon (Figure 1B). In addition to CD31, it also expressed other endothelial markers, such as CD144, endothelial nitric oxide synthase (eNOS) and von Willebrand factor (vWF) (Figure 1E–G). The sorted cells could form tubules in vitro when seeded onto Matrigel and uptake low-density lipoprotein (Figure 1C,D).

### 2.2. In Vitro and In Vivo Angiogenesis of the Derived piPSC-ECs

piPSC-ECs were seeded onto 3D gelatin scaffolds for in vitro angiogenic assay via confocal microscopy. piPSC-ECs, which were labeled by Dio cell tracker dye, adhered to the gelatin fibers and stretched after one day (Figure 2A,B). After 7 days of cultivation, the number of piPSC-ECs increased and the cells formed tubular structures along the gelatin fibers, establishing a network (Figure 2C,D). Under the stimulation of bFGF or VEGF, the number of piPSC-ECs increased as time went by, and a synergistic effect was observed when the two cytokines were used simultaneously (Figure 2E). These results suggest that piPSC-ECs not only attached and spread on 3D gelfoam scaffolds, but also proliferated under cytokine stimulation as endogenous endothelial cells [29,30,31].

In order to learn the in vivo angiogenesis of derived piPSC-ECs, a hindlimb ischemia model was established by ligating the femoral artery of NOD/SCID mice, and the ligation effect was evaluated by a comparative experiment (Figure S2A–D). The transplanted cells were labeled with PKH26, with the positive rate of 98.74% (Figure S2E,F). A small animal fluorescence imaging system was used for locating the transplanted cells, while the fluorescent signal could only be observed from a few mice on day 7, and on day 14, no fluorescent signal could be observed (Figure S2G–I).

Twenty-eight days after ischemic induction and cell transplantation, HE staining was performed for histomorphological observation. The results showed that the adductor muscle from the endothelial cell growth medium-2 (EGM-2)-treated group was partially dissolved and necrotic, accompanied by scar tissue formation and inflammatory cell infiltration; that from the porcine fetal fibroblasts (PFFs)-treated group was relatively complete, but the extensive fibrous structure was visible; the piPSC-EC-treated group had better muscle morphology, and a few microvascular-like structures could be observed (Figure 3A–C). Immunohistochemical results showed that on day 28, a few CD31-positive vascular-like structures appeared in the EGM-2-treated group, and even more CD31-positive vascular-like structures were observed in the PFF- and piPSC-EC-treated groups, some of which were derived from the transplanted cells, which were labeled with porcine-specific anti-vimentin antibody (Figure 3D–O). The results of statistical analysis showed that total capillary density of the piPSC-EC-treated group was 7.32 ± 0.93%, which was significantly higher than those of the PFF-treated group (2.42 ± 0.54%) and the EGM-2-treated group (1.61 ± 0.28%). Among the capillaries, the piPSC-EC-derived capillaries accounted for 61.26 ± 7.33% and the PFF-derived capillaries accounted for 54.70 ± 6.36%, and there was no significant difference between the two groups (Figure 3P,Q).

### 2.3. Genome-Wide Transcriptional Profile Analysis for the Regulation of piPSC-EC Differentiation

To elucidate the molecular mechanism underlying the endothelial differentiation in our model, genome-wide transcriptional profile analysis was conducted. RNA isolated from cells at indicated stages—including porcine iPS cells (IPS), porcine iPS cells after 2 days of endothelial induction (IEC2), porcine iPS cells after 4 days of endothelial induction (IEC4), porcine iPS cells after 12 days of endothelial induction (IEC12) and IEC12 after flow cytometry sorting for CD31-positive cells (S)—was subjected to RNA sequencing, and the reliability of the sequencing data was verified (Figure S3A,B).

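RNA sequencing values were analysed here for 12 libraries, 3 biological replicates (A, B and C) each of IEC2, IEC4, IEC12 and the porcine endothelial cell line AOC. The iPS and S libraries are not analysed here. The reads were processed by the authors with the Galaxy web-based tool, and each library has 1 FPKM value (fragments per kilobase of transcript, scaled to the number of fragments) for each of 19681 Ensembl pig genes. Of these genes, 792 were listed at 0 in all 12 libraries. The FPKM values of a library summed to between 426838.9 and 441757.3 in AOC (median 430113.4), 335976.4 and 352845.0 in IEC2 (median 341289.0), 348674.0 and 379367.7 in IEC4 (median 355064.0), and 387726.0 and 457193.7 in IEC12 (median 412126.4). Genes with an FPKM of at least 1 numbered 8357 to 8638 in AOC, 8829 to 9484 in IEC2, 9909 to 10467 in IEC4 and 8763 to 9452 in IEC12. Because FPKM values are divided by the number of fragments, the number of reads behind each library is unknown. Relative depth was estimated from 1927 genes whose FPKM stayed under 0.2 in every library. After the estimate, 57.3% of 17231 ratios of a gene's values between libraries lay on ratios of whole numbers, against 15.0% if the ratios were evenly spread. The relative depth ranged from 0.845 in AOC replicate A to 1.26 in IEC12 replicate A. The 12 mitochondrial genes took 5.65 to 7.05% of the FPKM sum in AOC, 1.95 to 2.19% in IEC2, 4.28 to 7.1% in IEC4 and 7.77 to 15.01% in IEC12. All values were analysed as log2(FPKM + 1), a scale that understates the change of genes with low values. Differential expression was tested with limma on genes with an FPKM of at least 1 in at least 3 libraries. Genes were called by the paper's limits, an unadjusted and a Benjamini-Hochberg adjusted p-value under 0.001 and an absolute log2 fold change above 3.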

We obtained the molecular events essential for the differentiation of endothelial cells from iPS cells by two steps. First, we compared the transcriptional profiles between iPS cells and AOCs and identified genes differentially expressed between them based on the following criteria: (i) *p* value < 0.001, (ii) q value < 0.001 and (iii)|log2 fold change| > 3, which narrowed down the number of genes essential for endothelial differentiation to 1018 genes (Table S3). 

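Hierarchical clustering was applied to the 9 IEC libraries with log2(FPKM + 1) values, Euclidean distance and complete linkage. Of the 1019 genes listed in Table S3, all were found in the files and the 999 that varied among these libraries were used. The 3 replicates of each of the 3 stages formed a cluster of their own. The mean distance between replicates was 15.2 in IEC2, 22.1 in IEC4 and 15.7 in IEC12. The mean distance between libraries of different stages was 47.5 for IEC2 and IEC4, 43.6 for IEC2 and IEC12, and 46.7 for IEC4 and IEC12, each larger than the distances between replicates. IEC4 replicate C lay farthest from its own stage, at a mean distance of 25.4. IEC2 and IEC12 joined at a height of 46.1 and IEC4 joined them at 56.4. The mean distance of IEC12 to IEC4 divided by that of IEC12 to IEC2 was 1.07, with an SD of 0.0234 among the 3 IEC12 libraries. With all 10542 genes expressed at an FPKM of at least 1 in at least 3 of these libraries in place of the Table S3 genes, this ratio was 0.999 and IEC2 joined IEC4 first. IEC2 also joined IEC4 first when replicate C of every stage was left out, at a height of 44.9, and IEC12 joined them at 47.0.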

Hierarchical clustering analysis using the differentially expressed genes demonstrated efficient clustering of biological replicates for each group. Among these groups, the genome-wide transcriptional profiles of iPS and IEC2 were clustered together, and the genome-wide transcriptional profiles of S and IEC12 were clustered together (Figure 4A). Next, principal component analysis (PCA) using the 1018 genes was conducted using R package ade4 (version 1.7-18) (https://github.com/sdray/ade4 (accessed on 21 October 2021)) to further extract the genes essential for the endothelial differentiation. Fourteen principal components (PCs) were obtained (Figure 4B). The top four PCs contributed more than 80% of the variances among the transcriptional profiles of iPS, IEC2, IEC4, IEC12 and S, and were considered as the main PCs. 

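PCA was run on the 9 IEC libraries with the 999 varying genes of Table S3, each gene centred and scaled as ade4 does by default. It gave 8 PCs, and the top 4 PCs held 86.4% of the variance. PC1 held 39.4%, PC2 31.7%, PC3 9.09% and PC4 6.14%. Since the iPS and S libraries were not used, a PC of these libraries need not be the PC of the same number in Figure 4B. Without scaling the genes, PC1 held 47.8% and PC2 held 38.8%.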

To monitor the shift in each PC during endothelial differentiation, the relative coordinate was calculated by normalizing the coordinates of the groups within each PC with a range from 0 to 1. As shown in Figure 4C, the coordinate of PC1 started to shift at the beginning of differentiation and basically moved to the same direction throughout the process of differentiation. The coordinate of PC4 also started to shift at the beginning of differentiation but turned back from the stage of IEC4 and reached the original site at the stage of S. The coordinates of PC2 and PC3 changed directions three and two times the number of waves shown in Figure 4C, respectively. 

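On the PCs of the 9 IEC libraries, the coordinate of PC1 was -22.5 ± 0.335 (SD, n = 3) in IEC2, 25.1 ± 7.3 (SD, n = 3) in IEC4 and -2.56 ± 2.69 (SD, n = 3) in IEC12. On the scale from 0 to 1 over these libraries, this was 0.00582 ± 0.00594, 0.85 ± 0.13 and 0.36 ± 0.0477. PC1 thus moved from IEC2 to IEC4 and turned part of the way back by IEC12. The extent of this return depended on the setting. With genes not scaled, IEC12 lay at 0.101, against 0.0113 in IEC2 and 0.848 in IEC4. With 1 replicate letter left out, IEC12 lay at 0.267 to 0.518. The coordinate of PC2 was -14.7 ± 1.82 in IEC2, -10.1 ± 1.84 in IEC4 and 24.8 ± 4.29 in IEC12, or 0.0297 ± 0.0403, 0.133 ± 0.0406 and 0.905 ± 0.095 on the scale from 0 to 1. For every pair of stages on PC1 and PC2, the replicates did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow, and 0.2 after Benjamini-Hochberg adjustment over 12 tests). On PC3 and PC4 the stages overlapped, with p from 0.8 to 1.0 in the same exact test. The PCs were drawn from these same 9 libraries. The separation on PC1 and PC2 and the overlap on PC3 and PC4 are therefore a description and not independent tests of stage. The small step from IEC2 to IEC4 on PC2 changed direction in some settings, from 0.0614 to 0.0428 with a pseudocount of 0.1, from 0.0878 to 0.0779 without replicate A and from 0.0374 to 0.0228 without replicate C. PC3 mainly separated the IEC4 replicates (SD 19.7) and PC4 the IEC12 replicates (SD 15.0). With all expressed genes in place of the Table S3 genes, the relative coordinates of IEC2, IEC4 and IEC12 were 0.125, 0.0185 and 0.799 on PC1 and 0.0801, 0.98 and 0.676 on PC2, so that PC1 set IEC12 apart and PC2 ran from IEC2 to IEC4, the reverse of the order above, with IEC12 nearer to IEC4 on PC2.

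**Figure D1:**
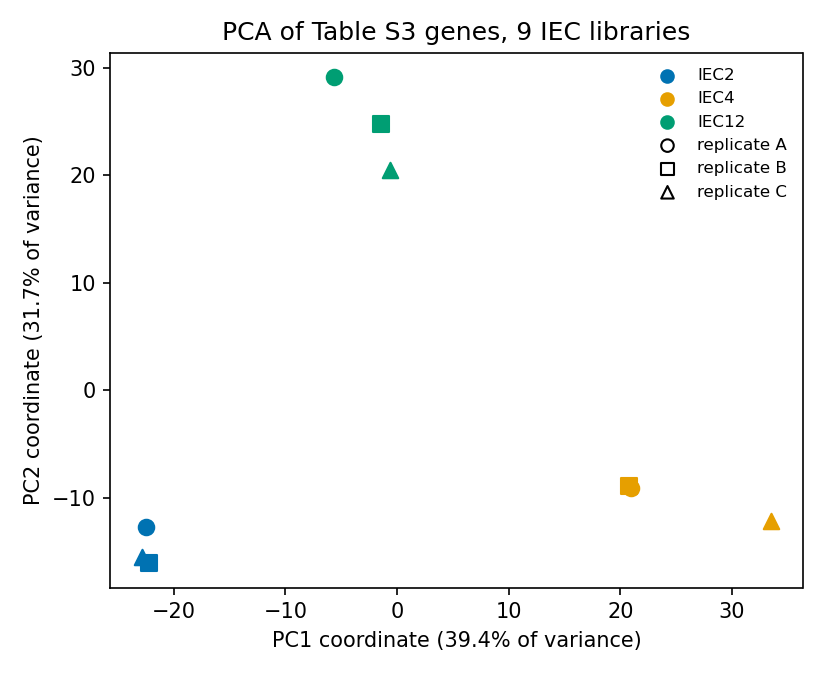
Coordinates of the 9 IEC libraries on PC1 (39.4% of the variance) and PC2 (31.7%), from 999 Table S3 genes, with colour for the stage and shape for the replicate. IEC4 lies apart on PC1 and IEC12 on PC2, and IEC4 replicate C lies farthest along PC1.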

To further evaluate the contributions of PCs to the endothelial differentiation in our model, the groups were visually presented in two demotions (2D), and consistent with what we observed in Figure 4C, PC1 and PC4 presented the differentiation trajectory from iPS to S more clearly than other combinations of PCs, suggesting the two PCs as the key components directing the differentiation process (Figure 4D). The genes with high contribution to each PC are clustered in the heatmap in Figure 4E. 

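Contribution was taken as a gene's squared loading, whose mean is 0.1% over the 999 genes. The 5 genes with the largest contribution to PC1 of the IEC libraries were PDGFD (ENSSSCG00000014994, 0.253%), OCLN (ENSSSCG00000021514, 0.25%), SLC44A5 (ENSSSCG00000003777, 0.247%), STX3 (ENSSSCG00000013119, 0.247%) and TPM1 (ENSSSCG00000004570, 0.247%). The FPKM of PDGFD was 0.0457 ± 0.0261 (SD, n = 3) in IEC2, 6.74 ± 2.39 in IEC4 and 1.37 ± 0.203 in IEC12. OCLN rose from 1.28 ± 0.316 in IEC2 to 24.4 ± 11.2 in IEC4 and was 4.11 ± 0.932 in IEC12. STX3 and TPM1 were likewise highest in IEC4, at 7.5 ± 1.56 and 117 ± 55.5, while SLC44A5 was lowest there, at 0.377 ± 0.334. On PC2 the largest contributions were those of IGFBP2 (ENSSSCG00000035392, 0.313%), 2 genes without a symbol, RAMP2 (ENSSSCG00000017389, 0.308%) and STMN2 (ENSSSCG00000006160, 0.308%). The FPKM of IGFBP2 was 41.2 ± 4.51 in IEC2, 27.9 ± 2.61 in IEC4 and 2.1 ± 1.45 in IEC12. RAMP2 was at 0.0825 ± 0.143, 0.814 ± 0.249 and 30.9 ± 7.42, and STMN2 at 10.1 ± 2.68, 11.2 ± 3.56 and 381 ± 14.1, in the same order.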

Functional characterization showed that most of the genes that highly contributed to PC1 were enriched in the NF-kappa B signaling pathway and ECM–receptor interaction, and the rest were shared with those of PC4 and enriched in arachidonic acid metabolism and the TGF-β signaling pathway. 

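Gene lists for the pathways were tested among the 100 genes (top 10%) with the largest contribution to each PC of the IEC libraries, against all 999 genes of the PCA, with Fisher's exact test (two-sided). Of the 13 members of the NF-kappa B list in the PCA, 3 ranked among the top genes of PC1, CXCL2, MALT1 and TLR4, which is 2.31 times the number expected (exact p = 0.133, adjusted p = 0.532 over 12 tests). Of the 14 members of the ECM–receptor interaction list, LAMA4 and LAMB1 ranked among the top genes of PC1, 1.43 times the number expected (exact p = 0.643, adjusted p = 0.857). Of the 11 members of the TGF-β list, only CDKN2B ranked there, 0.908 times the number expected (exact p = 1.0, adjusted p = 1.0). The members are named because they ranked there, which was seen from their values. The FPKM of CDKN2B was 0.805 ± 0.509 (SD, n = 3) in IEC2, 8.15 ± 4.99 in IEC4 and 2.38 ± 0.446 in IEC12. On PC2, 0 of the 11 TGF-β members ranked among the top genes, where 1.1 were expected (exact p = 0.615, adjusted p = 0.857). Without scaling the genes in the PCA, the TGF-β list was at 2.72 times the number expected on PC1 (exact p = 0.0887). The arachidonic acid metabolism list was not tested, since 41 of its 62 genes (66.1%) were found in the files by symbol. From the trajectory that PC1 and PC4 present from iPS to S, the paper proposes these PCs as the key components of the differentiation, and it then reads their function from the pathways of the genes contributing to them.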

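PC4 of the IEC libraries mainly carried the spread among the IEC12 replicates and need not be the PC4 of Figure 4. Of the 11 members of the TGF-β list, 0 ranked among the top 100 genes of this PC4 and 1 on PC3, DCN, named after its rank was seen (p = 0.615 and p = 1.0, Fisher's exact test, two-sided). With 1.1 members expected, a count of 0 cannot show a deficit. On PC3, 5 members of the ECM–receptor interaction list ranked there, 3.57 times the number expected (exact p = 0.00875, adjusted p = 0.105 over 12 tests). Across all genes, 48 of the 88 members of the TGF-β list were expressed enough in the 9 IEC libraries to be tested with limma. From IEC2 to IEC4, 22 of them were higher and 8 lower at an adjusted p-value under 0.05, and from IEC4 to IEC12, 13 were higher and 16 lower. Over all tested genes at the same limit, 2614 were higher and 1318 lower (66.5% higher), and then 1825 higher and 2835 lower (39.2% higher). The list thus leaned the same way as all tested genes, and whether its balance differs from theirs was not tested. Adjusted over the list alone, 30 members passed in each comparison, against 30 and 29 over all genes. With the replicate letter as a block, 20 were higher and 7 lower, and then 12 higher and 15 lower. Deviations of same-lettered libraries from their group means had a mean correlation across genes, which are not independent replicates, of -0.013 and -0.086. With the libraries scaled to equal totals, 19 were higher and 8 lower, and then 7 higher and 17 lower. The balance from IEC4 to IEC12 depends on the IEC4 replicates. It was 8 higher and 8 lower without IEC4 replicate A, 9 and 8 without B, and 13 and 11 without C. Without IEC12 replicate A, B or C, more were lower each time, with 10 higher and 13 lower, 7 and 10, and 12 and 14. From IEC2 to IEC4, leaving out 1 replicate gave 15 to 19 higher and 5 to 7 lower.

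From IEC2 to IEC4, the members past the paper's limits were FST, ID3 and ID2. By the paper's methods, BMP4, FGF2 and VEGF were in the medium between the IEC2 and IEC4 samplings. The list holds BMP ligands and receptors as well. Changes of its members over this step therefore cannot be credited to TGF-β rather than to the added BMP4. The log2 fold change of FST (ENSSSCG00000016892) was 5.75 (standard error 0.236, adjusted p = 1.58e-06), and 1.32e-05 was the adjusted p with the replicate block. Its FPKM was 2.76 ± 0.43 (SD, n = 3) in IEC2, 205 ± 52.8 in IEC4 and 53.3 ± 13.6 in IEC12. ID3 (ENSSSCG00000039514) changed by 4.59 (standard error 0.25, adjusted p = 3.27e-06, with the block 2.83e-05) and was at 25.1 ± 9.58, 608 ± 128 and 2660 ± 71.8 FPKM. ID2 (ENSSSCG00000008645) changed by 3.83 (standard error 0.257, adjusted p = 8.51e-06, with the block 6.88e-05) and was at 0.787 ± 0.168, 25.8 ± 11.9 and 39.5 ± 1.96 FPKM. The pseudocount moved ID2 most, to 4.80 with 0.1 in place of 1. From IEC4 to IEC12, BAMBI (ENSSSCG00000011014) was the member past the limits, with a log2 fold change of 3.10 (standard error 0.271, adjusted p = 4.77e-05, with the block 0.0003). Its FPKM was 3.63 ± 0.2, 4.13 ± 1.27 and 43.8 ± 14.2. The change of BAMBI fell below the limit of 3 in 4 of 12 alternatives, to 2.90 at the lowest. In some alternatives other members passed, of which MYC, SMAD9 and NOG are named after their values were seen. MYC passed from IEC2 to IEC4 after either scaling of the libraries and with a pseudocount of 0.1, where SMAD9 passed as well. From IEC4 to IEC12, MYC passed and BAMBI did not when libraries were scaled to equal totals, and MYC, NOG and THBS1 passed beside BAMBI with a pseudocount of 0.1.

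**Figure D2:**
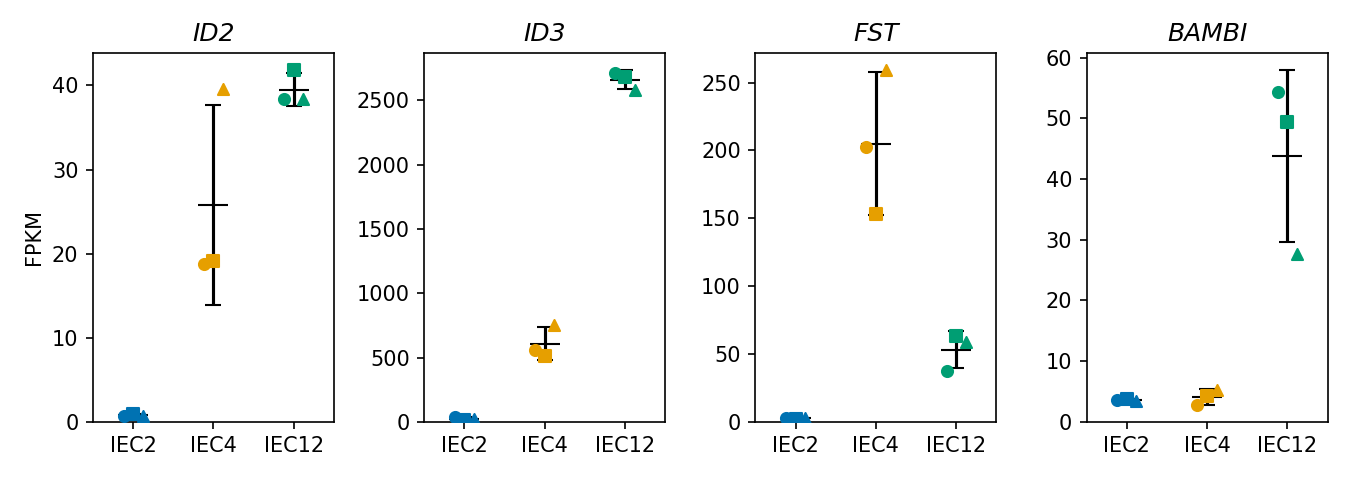
FPKM of ID2, ID3, FST and BAMBI in IEC2, IEC4 and IEC12, with a point for each replicate (circle A, square B, triangle C) and lines for the mean and SD of 3 replicates. ID2, ID3 and FST rise from IEC2 to IEC4, FST then falls from 205 to 53.3, and BAMBI rises only by IEC12.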

Interestingly, the genes that uniquely contributed to PC4 were also enriched in the TGF-β signaling pathway. In fact, the pathways presented in Figure 4E, including the NF-kappa B signaling pathway, ECM–receptor interaction and arachidonic acid metabolism, have been proven to cross-talk with or under the control of the TGF-β signaling pathway [32,33].

### 2.4. Effects of TGF-β on the Differentiation of Porcine iPSC-ECs

Considering the above results from bioinformatic analysis and the roles of TGF-β signaling in the development of human and mouse endothelial cells [34,35,36,37], we firstly detected the secretion level of TGF-β1 during the derivation of porcine iPSCs-ECs by ELISA. The results showed that at the early stage of differentiation, the secretion level of TGF-β1 was low, while along with the prolongation of culture time, the level gradually increased and reached the peak on day 5, and then it decreased and maintained a low level (Figure 5A). The results from Western blot showed that on the second day of differentiation, the expression level of TGF-β1 was highest, followed by a decrease on day 4 and a slight increase on day 12 (Figure 5B). From the above results, we can see that during the differentiation of porcine iPSCs into ECs, both expression and secretion levels of TGF-β1 exhibited dynamic changes.

To know whether and how TGF-β signaling participates in the differentiation of porcine iPSCs into endothelial cells, we set up eight experimental combinations according to the stages of endothelial induction. As shown in Table 1, TGF-β signaling inhibitor SB431542 was added at different time points. SB431542 is a TGF-β type I receptor inhibitor with no effect on BMP signaling [38]. On days 2, 4 and 12 of differentiation, we detected the expression and phosphorylation levels of Smad2 and Smad3 by Western blot, both of which are intracellular transducers of the TGF-β signaling pathway. The results showed that the phosphorylation levels of Smad2 and Smad3 increased on day 4 and remained high until day 12; the phosphorylation levels of Smad2 and Smad3 decreased when SB431542 was added, no matter during the period of day 0–2, day 3–4 or day 5–12 (Figure 5C). The above results indicate that during the endothelial differentiation of porcine iPSCs, TGF-β-Smad2/3 signaling was activated and SB431542 effectively prevented TGF-β signaling transduction.

We collected the cells from differently treated groups on day 2 and day 4 of induction, and detected the expression levels of mesodermal marker genes by RT-qPCR. The results showed that on day 2 of induction, the expression levels of mesodermal markers in the G1 group and the control group were low and there was no significant difference; on day 4 of induction, the early mesoderm marker gene Brachyury was highly expressed in the control group but not in G1, G2 or G3 groups (*p* < 0.05). The expression patterns of late mesodermal marker genes PDGFR2, MXL1, Mesp1 and Mesp2 were similar: their expression levels were higher in control and G1 groups and lower in G2 and G3 groups (*p* < 0.05) (Figure 5D). We examined the expression levels of endothelial marker genes on day 14 of differentiation. The results showed that, compared with the control group, the expression levels of endothelial-specific genes in G4 and G7 groups increased (*p* < 0.05), while those in other groups were generally decreased (*p* < 0.05), among which G2, G3 and G6 groups were more remarkable (Figure 5E). The above results indicate that inhibition of the TGF-β signaling pathway at the early stage of endothelial differentiation repressed the mesoderm differentiation of piPSCs, while at the later stage of endothelial differentiation, TGF-β signaling inhibition promoted further endothelialization.

Finally, we detected the percentages of CD31-positive cells by flow cytometry to compare the endothelial differentiation efficiency of different groups. The results showed that the percentage of CD31-positive cells of control group was 11.87%, and the ratios of CD31-positive cells in G4 group and G7 group were higher, i.e., 14.51% and 13.84%. The ratios of CD31-positive cells of the other five groups were lower than the control group, among which G2, G3 and G6 groups were more remarkable (Figure 5F).

## 3. Discussion

Although studies have shown that transplantation of autologous vascular endothelial cells or their precursor cells improves the function of ischemic tissue and promotes angiogenesis, autologous ECs are limited and difficult to obtain [4]. As an alternative cell resource, the incomplete reprogramming and donor-specific epigenetic memory of iPSCs were once thought to impair their differentiation potential [39,40]. However, recent studies have shown that iPSC-derived ECs have good plasticity, which is of great value for understanding endothelial development and pathological changes [41].

Since transplanted vascular endothelial cells improved blood circulation in the ischemic tissues, how did they work? Some studies showed that the bone marrow-derived endothelial progenitors proliferated in the peripheral circulation and migrated to the ischemic myocardium to participate in angiogenesis [42,43]. Human iPSC-derived endothelial progenitors could integrate and repair the damaged retinal vasculature by forming new blood vessels [44]. Thus, the transplanted ECs can directly participate in angiogenesis by fusion with recipient cells or blood vessels. In addition, Cho et al., found that the number of transplanted endothelial cells continuously decreased within 1 week, but a variety of cytokines could be detected after more than 2 weeks, far beyond the secretory capacity of the cells; meanwhile, increased capillaries and decreased cardiomyocyte apoptosis could be observed [42]. Another study showed that compared with ECs directly reprogrammed from human fibroblasts, ECs derived from human iPSCs produced more cytokines, which promoted angiogenesis and tissue repair in a paracrine manner [45]. The previous studies seem to explain why in our recent experiment, despite the rapid reduction in the cells at the initial stage of transplantation, the piPSC-EC-treated group still had the best effect on tissue repair; of course, it also depends on the sensitivity of the detection method. In fact, in addition to endothelial cells, a variety of cells have been shown to function through paracrine mechanisms, e.g., the exosomes of bone marrow mesenchymal stem cells, containing growth factors, cytokines and adhesion molecules, contribute to angiogenesis [46]. Multiple myeloma cells can transfer miR135b to endothelial cells by exosomes, which directly inhibit factor-inhibitory hypoxia-inducible factor (FIH-1) and promote endothelial cell migration, proliferation and angiogenesis by the HIF-FIH signaling pathway [47].

TGF-β and its family members, emerging from an early stage of development, play crucial roles in modulating cell proliferation and differentiation, tissue specificity and organogenesis [48]. The effect of TGF-β on angiogenesis is ambiguous and even contradictory, depending on the species, stage of development and microenvironment. TGF-β played an essential role in murine yolk-sac vascular formation and maintenance; however, the addition of TGF-β inhibited the yolk-sac-like differentiation of human embryonic stem cell-derived embryoid bodies, resulting in reduced expression of endodermal, endothelial and hematopoietic markers [49,50]. Sara et al., blocked ALK1, a TGF-β type II receptor, in a mouse model of pancreatic cancer, resulting in decreased vascular density within the tumor [51]. However, silencing of the ALK1 gene in cultured ECs promoted their proliferation and migration and new blood vessel sprouting [52]. In 2013, Bai et al., found that during the derivation of vascular endothelial cells from human ESCs, the expression level of TGF-β increased from the fourth day of differentiation, and the addition of TGF-β type I receptor inhibitor SB431542 reduced the expression levels of mesodermal markers and the number of endothelial progenitors upon mesoderm induction [37]. In 2020, when Aoki et al., derived endothelial cells from human iPSCs, they found that the combination of three small molecules, namely, Y-27632 (a selective inhibitor of ROCK), A83-01 (a receptor-like kinase inhibitor of TGF-β) and CHIR-99021 (a selective inhibitor of GSK3β), improved the expansion of endothelial cells [36]. In our study, during the induction of porcine iPSCs into vascular endothelial cells, the addition of SB431542 at the early stage of differentiation inhibited the expression of mesoderm-specific genes, while the addition of SB431542 at the later stage of differentiation increased the expression of endothelial-specific genes, suggesting that TGF-β signaling plays a positive role in mesoderm formation and a negative role in its further endothelialization.

Derivation and functional studies of porcine iPSC-ECs are of great value to the clinical application of human iPSC-derived endothelial cells, which is not only reflected in the induction strategy and cell transplantation method, but also in the safety and efficacy evaluations of cell transplantation [53,54]. Although we obtained some encouraging results from the recent study, further studies are needed to clarify the paracrine mechanisms of the transplanted iPSC-ECs, as well as the safety and efficacy of autologous porcine iPSC-EC transplantation in disease pig models.

## 4. Materials and Methods

### 4.1. Differentiation of ECs from piPSCs

Differentiation of ECs from piPSCs was progressive. First, piPSCs were passaged on Matrigel (1:150) (Corning, Corning, NY, USA) to preclude the presence of mouse embryonic fibroblasts. Then, piPSCs were digested by 0.5 μM EDTA (Thermo Scientific, Waltham, MA, USA) and planted on Matrigel at a dilution of 1:10 with 10 μM ROCK inhibitor Y27632 (EMD4 Biosciences, Darmstadt, Germany). After 2 days, culture medium was switched to EC differentiation medium (FGF2 and LIF were removed from MX medium) with 6 μM CHIR99021 (Stemgent, Boston, MA, USA) for 2 days. Next, the cells were cultured in EC differentiation medium supplemented with 25 ng/mL BMP4, 10 ng/mL FGF2 and 50 ng/mL VEGF (R&D Systems, Minneapolis, MN, USA) for 2 days. At last, EC differentiation medium was changed to Endothelial Cell Growth Medium-2 BulletKit (EGM-2, Lonza, Guangzhou, China) with the addition of 50 ng/mL VEGF. The medium was changed every day [28].

### 4.2. In Vitro Tube Formation Assay

Cells were plated at a density of 1 × 10^4^ cells per well in 96-well plates coated with 50 μL growth factor-reduced Matrigel (Corning, Corning, NY, USA). Plates were incubated at 37 °C, and after 4–6 h of incubation, images were taken of each well using a Nikon 80i microscope (Nikon, Tokyo, Japan).

### 4.3. Uptake of Dil-Ac-LDL

Cells were incubated with 20 μg/mL Dil-Ac-LDL (human Dil-Acetylated Low Density Lipoprotein, YEASEN, Shanghai, China) in EGM-2 for 4 h at 37 °C. Thereafter, cells were washed three times with PBS and visualized with a Nikon 80i fluorescence microscope.

### 4.4. Immunofluorescence Staining

Cells were fixed in 4% (*w*/*v*) paraformaldehyde (PFA) at room temperature for 30 min, permeabilized in 1% (*v*/*v*) Triton X-100 in PBS at 37 °C for 1 h and blocked with 1% BSA at 37 °C for 1 h. Subsequently, the cells were incubated with primaries antibody overnight at 4 °C. After three washes with PBS, they were incubated with secondary antibodies for 1 h at 37 °C. Finally, nuclei were stained with Hoechst33342 for 5 min. Samples were visualized on Nikon 80i fluorescence microscope. Primary antibodies are listed in Table S1.

### 4.5. Flow Cytometric Analysis

On the 12th day of differentiation, adherent cells were harvested using Collagenase IV and resuspended in PBS. The cells were counted and incubated with anti-porcine CD31 antibody (porcine CD31/PECAM-1 Alexa Fluor^®^ 488-conjugated from R&D Systems, Minneapolis, MN, USA) for 30 min at room temperature, and then they were washed three times in PBS and centrifugated at 300× *g* for 5 min. After washing, the labeled cells were sorted by flow cytometry on a FACSCalibur (BD, Franklin Lakes, NJ, USA) and analyzed with Flowjo software.

### 4.6. Cell Culture on 3D Scaffold

The cells were digested into single ones and labeled with Dio cell tracker dye (Beyotime, Shanghai, China) according to the manufacturer’s instructions. Gelfoam sponges (Jinling Pharmaceutical Co., Ltd., Nanjing, China) were cut into disks with diameter of 6 mm and thickness of 2 mm using a sterile technique, and 100 μL Dio-labeled cell suspension containing 1 × 10^5^ cells was seeded onto each disk. The cells were allowed to adhere for 24 h at 37 °C, and then the gelfoam scaffolds were gently transferred into new wells of 96-well plates for further cultivation. The samples were visualized on TCS SP8 confocal laser scanning microscope (Leica, Wetzlar, Germany).

### 4.7. Mouse Ischemic Hindlimb Model and Cell Transplantation

A hindlimb ischemia model was performed with 7-week-old male NOD/SCID mice. The mice were anesthetized with avertin (1.25%) and prepared as follows: an incision of 1 cm was made near the groin and the femoral artery was ligated twice with a 5-0 silk suture. After ligation, the mice were randomly divided into 3 groups: piPSC-EC-treated group, porcine fetal fibroblasts (PFFs)-treated group and endothelial cell growth medium-2 (EGM-2)-treated group, which were injected with 1  ×  10^6^ piPSC-ECs in 200 μL of EGM-2, 1  ×  10^6^ PFFs in 200 μL of EGM-2 and 200 μL EGM-2 alone, respectively, into 3 different sites of the adductor muscle in the medial thigh. The transplanted cells were labeled with PKH26 (Sigma, Saint Louis, MO, USA), and the mice were examined on days 1, 7 and 14 using Night Owl LB983 imaging system (BERTHOLD, Bad Wildbad, Germany) [55].

### 4.8. Histological Analysis

Paraffin-embedded samples were cut into 7 μm sections using a tissue slicer (Leica, Wetzlar, Germany). Hematoxylin and eosin (H&E) staining was performed with an H&E staining kit (Beyotime, Shanghai, China). Immunohistochemistry was performed by the following steps: the sections were permeabilized with 0.1% (*v*/*v*) Triton X-100 in PBS for 5 min. After blocking with 10% (*v*/*v*) horse serum for 30 min, the sections were incubated with primary antibodies overnight at 4 °C, followed by incubation with secondary antibodies and Hoechst staining. Then, the samples were visualized by a Nikon 80i fluorescence microscope. Primary antibodies are listed in Table S1.

### 4.9. RNA Sequencing

We performed genome-wide gene expression profiling of porcine iPS cells, differentiated cells and porcine endothelial cell line AOCs via RNA deep sequencing by Annoroad Gene Technology Co., Ltd. (Beijing, China). Library construction was performed using the Illumina platform (Illumina, Inc., San Diego, CA, USA) according to the manufacturer’s instructions. The samples were sequenced on an Illumina HiSeq 2500 instrument. Three biological repeats were performed.

### 4.10. High-Throughput Data Analysis

RNA sequencing data were analyzed with the Galaxy web-based tool [56]. Principal component analysis (PCA) was conducted using R package ade4 (version 1.7-18) (https://github.com/sdray/ade4 (accessed on 21 October 2021)). Pathway analysis was performed with DAVID (gene enrichment analysis using the EASE score, a modified Fisher’s exact *p* value, as the threshold) [57]. RNA sequencing raw data were uploaded to the National Center for Biotechnology Information database under the accession number GSE200624.

### 4.11. Enzyme-Linked Immunosorbent Assay (ELISA)

The medium was collected every 24 h and centrifuged at 800 rpm/min. Into each well, 100 μL of supernatant (antigen) was added, and then the plate was sealed with a cover and incubated overnight at 4 °C. The next steps are as follows: Aspirate the antigen and wash off the unbound antigen. Add 100 μL of blocking solution into each well and incubate at 37 °C for 60 min. Aspirate the blocking solution and wash 3 times. Add 100 μL of diluted TGF-β1 antibody to each well. Seal the plate and incubate at 37 °C for 1 h. Aspirate the antibody and wash with 300 μL of washing buffer. Add 100 μL of diluted HRP conjugated secondary antibody to each well. After sealing, incubate at 37 °C for 1 h. Wash with 300 μL of washing buffer. Add 100 μL of substrate (TMB) into each well. Place the plate on a titer plate shaker and incubate for 30 min at room temperature. Add 100 μL of 0.5 M H_2_SO_4_ to stop color development. Read at 450 nm using an infinite F50 Plate Reader (TECAN, Männedorf, Switzerland) with a reference wavelength of 650 nm.

### 4.12. Western Blotting

The cells were lysed using lysis buffer RIPA (Beyotime, Nantong, China), which contains PMSF (Roche, Basel, Switzerland). Approximately 30 μg of total protein was electrophoresed on a 10% sodium dodecyl sulfate-polyacrylamide gel and electro-transferred to a PVDF membrane (Millipore, Darmstadt, Germany). The membrane was then blocked with 5% fetal bovine serum for 2 h, immunoblotted with primaries antibody and incubated with the secondary antibodies for 60 min. Primary antibodies are listed in Table S1.

### 4.13. Quantitative Real Time-PCR (qRT-PCR)

mRNA and cDNA were obtained as mentioned in the section on semi-quantitative PCR. The cDNA was used for quantitative PCR in the presence of specific primers and SYBR Green PCR Master Mix (Takara, Tokyo, Japan). Thermal cycling was conducted on a 7900HT sequence detection system (Applied Biosystems, Foster City, CA, USA). Primers for tested genes are listed in Table S2.

### 4.14. Statistical Analysis

To label piPSC-ECs and quantify their angiogenic capacity, histological sections were double-stained with anti-CD31 antibody and pig-specific anti-vimentin antibody. The capillary-like structures labeled by both antibodies were identified as the ones derived from porcine cells. Image J was used to analyze capillary density, which was presented as a percentage of capillary-like structures in a random field. For each treatment, 6–8 random fields were observed by two independent observers and then averaged. The averages were used for statistical analysis. Data were obtained from at least three independent experiments.

All statistical analyses were performed with GraphPad Prism5. A power of analysis with a 95% confidence interval was used to calculate the sample size required to obtain significant results (*p* < 0.05).

## Figures and Tables

**Figure 1:**
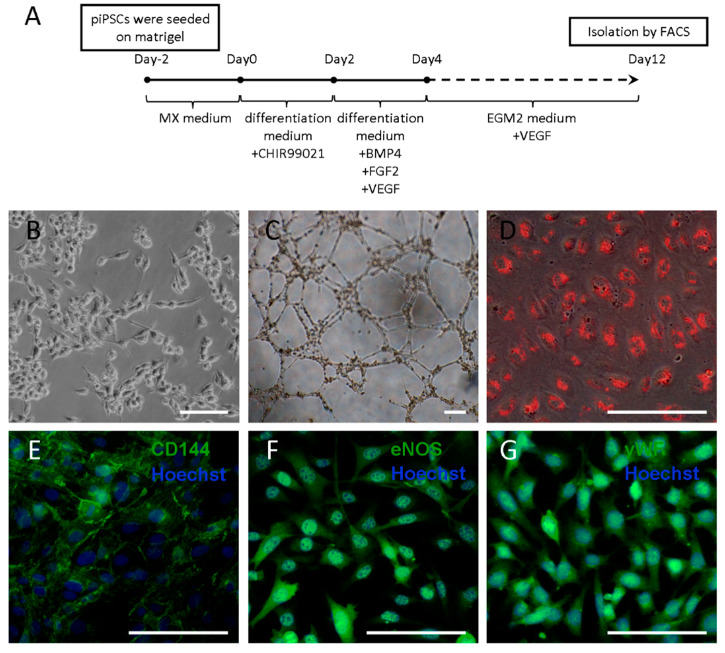
Generation and characterization of piPSC-ECs. (**A**) The schematic diagram for piPSC-EC derivation. (**B**) Morphology of piPSC-ECs. (**C**) Tube-like structures were formed by piPS-ECs. (**D**) Uptake of Dil-Ac-LDL by piPSC-ECs. (**E**–**G**) Endothelial-specific markers were detected via immunofluorescence staining. piPSC-ECs were positive for CD144 (**E**), eNOS (**F**) and vWF (**G**). Blue fluorescence represents the nuclei labeled by Hoechst33342. Scale bar = 50 μm.

**Figure 2:**
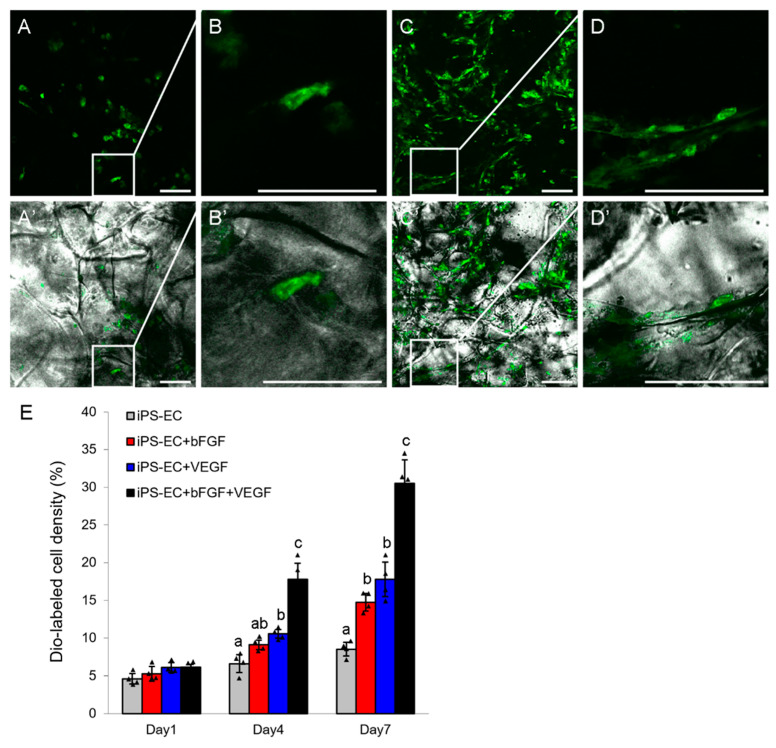
piPSC-ECs cultured on 3D gelfoam scaffolds. (**A**–**D**) Confocal images of Dio-labeled piPSC-ECs on gelfoam scaffolds after 1 day (**A**-**A**’,**B**-**B**′) or 7 days of cultivation (**C**-**C**′,**D**-**D**′). (**B**-**B**′,**D**-**D**′) are the zoomed-in versions of (**A**-**A**′,**C**-**C**′) within the white rectangles. Scale bar = 50 µm. (**E**) Cell density assay was performed at the indicated treatments and time points. Mean ± SD. *n* = 4. The bars without the same letter are significantly different (*p* < 0.05).

**Figure 3:**
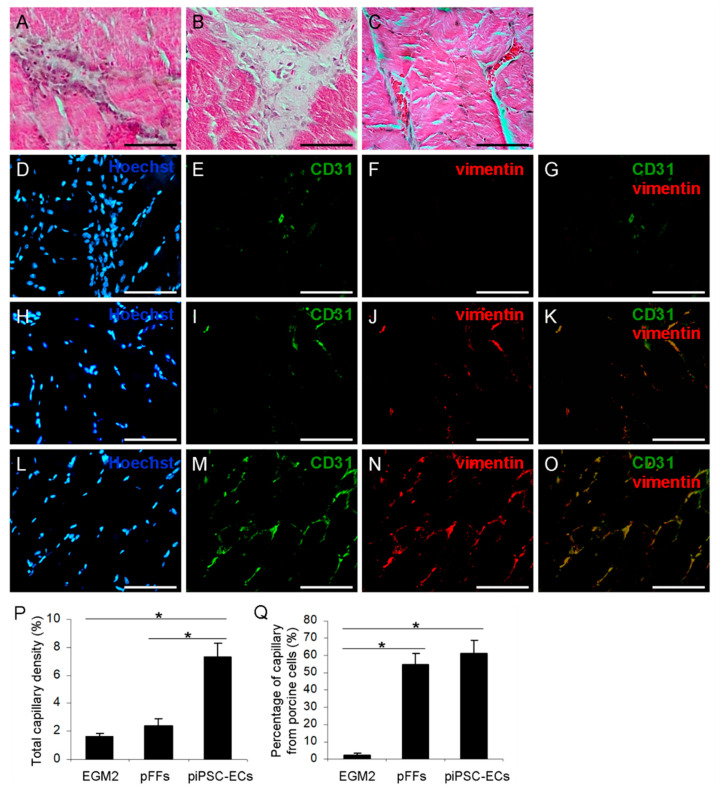
Histomorphology and angiogenesis of adductors after cell transplantation. (**A**–**C**) Histomorphological observation of mice treated with EGM-2 (**A**), PFFs (**B**) and porcine iPS-ECs (**C**). Scale bar = 100 μm. (**D**–**O**) Angiogenesis of mice treated with EGM-2 (**D**–**G**), PFFs (**H**–**K**) and porcine iPSC-ECs (**L**–**O**). Blue fluorescence represents the nuclei labeled by Hoechst33342 (**D**,**H**,**L**). Green fluorescence represents CD31 expression (**E**,**I**,**M**). Red fluorescence represents porcine-specific vimentin expression (**F**,**J**,**N**). Merged images of (**E**,**F**), (**I**,**J**), and (**M**,**N**) (**G**,**K**,**O**). Scale bar = 100 μm. (**P**,**Q**) Quantitative analysis of angiogenesis in different groups. Total capillary density (**P**). Percentage of capillary from porcine cells (**Q**). Mean ± SD, *n* = 6. The bars labeled with an asterisk are significantly different (*p* < 0.05).

**Figure 4:**
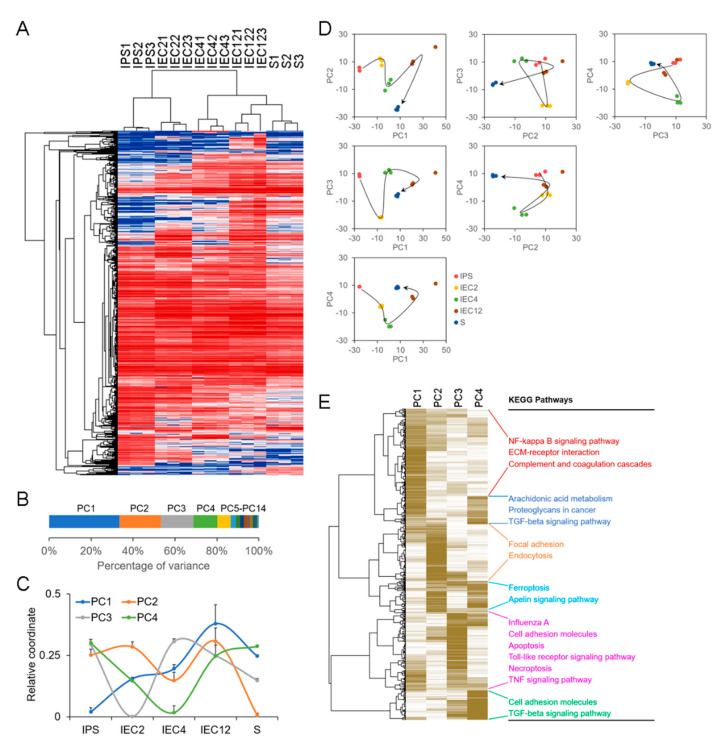
Genome−wide transcriptional profile analysis for the regulation of piPSC−EC differentiation. (**A**) Hierarchical clustering analysis of the genes differentially expressed between iPS cells and AOCs at *p* < 0.001, *q* < 0.001, |log2 fold change| > 3. Columns indicate samples and rows indicate genes. Blue indicates repression and red indicates promotion. (**B**) Principal component analysis (PCA) with the differentially expressed genes using R package ade4 (version 1.7-18). (**C**) The shift in each PC during the process of differentiation. A relative coordinate was calculated by normalizing the coordinates of all cells within each PC with a range from 0 to 1. The results are presented as the mean ± SD, *n* = 3. (**D**) Trajectory visualization in 2D using any two of the top four PCs. (**E**) Heatmap of the high contribution genes of the top four PCs. Columns indicate PCs and rows indicate genes. Brown indicates high contribution and white indicates low contribution. Pathway analysis of indicated genes was performed (*p* < 0.05).

**Figure 5:**
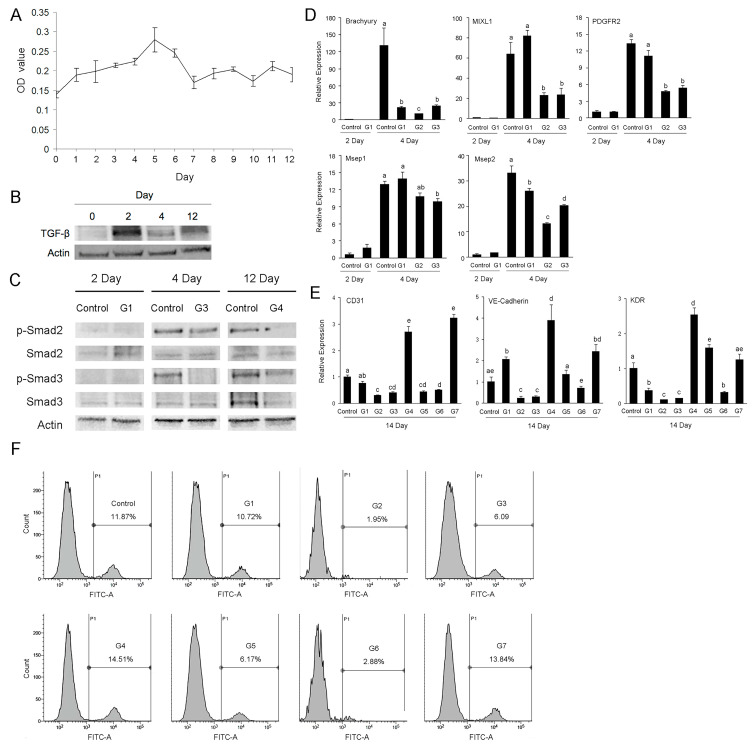
Effects of TGF-β-Smad2/3 signaling on the differentiation of piPSC-ECs. (**A**) Detection of secretion levels of TGF-β1 by ELISA. Mean ± SD. *n* = 4. (**B**) Detection of expression levels of TGF-β by Western blot. (**C**) Detection of Smad2/3 phosphorylation levels by Western blot. (**D**,**E**) Expression levels of mesoderm marker genes (**D**) and endothelial marker genes (**E**) at indicated time points by RT-PCR. Mean ± SD. *n* = 4. The bars without the same letter are significantly different (*p* < 0.05). (**F**) Flow cytometric analysis of CD31-positive cells in different treatment groups on day 12.

**Table 1:** SB431542 treatment groups.

Group Name		Treatment Period	
	0–2 Day	3–4 Day	5–12 Day
Control	−	−	−
G1	+	−	−
G2	+	+	−
G3	−	+	−
G4	−	−	+
G5	−	+	+
G6	+	+	+
G7	+	−	+

+: with TGF-β inhibitor SB431542. −: without TGF-β inhibitor SB431542.

## Data Availability

The data presented in this study are available upon request from the corresponding authors.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23137029/s1.

# Supplementary material for: Derivation and Characterization of Endothelial Cells from Porcine Induced Pluripotent Stem Cells
**Source:** Int J Mol Sci. 2022 Jun 24;23(13):7029. doi: 10.3390/ijms23137029
**Supplement:** Supplementary file 1

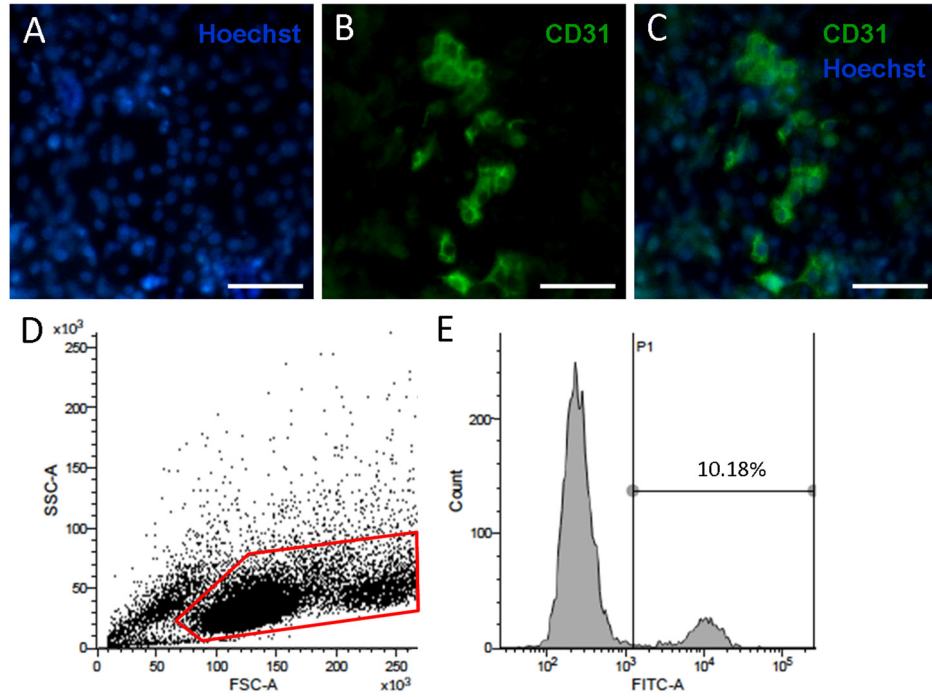

**Figure S1.** Immunofluorescence staining and flow cytometry sorting on day 12. (A-C) CD31 was detected by immunofluorescence staining. Blue fluorescence represents nuclei (A), green fluorescence represents CD31 positive cells (B), merged images of A&B (C). Scale bar = 50  $\mu\text{m}$ . (D) The cells in the gate were used for analysis. (E) Flow cytometry sorting of CD31 positive cells on day 12 of endothelial induction.

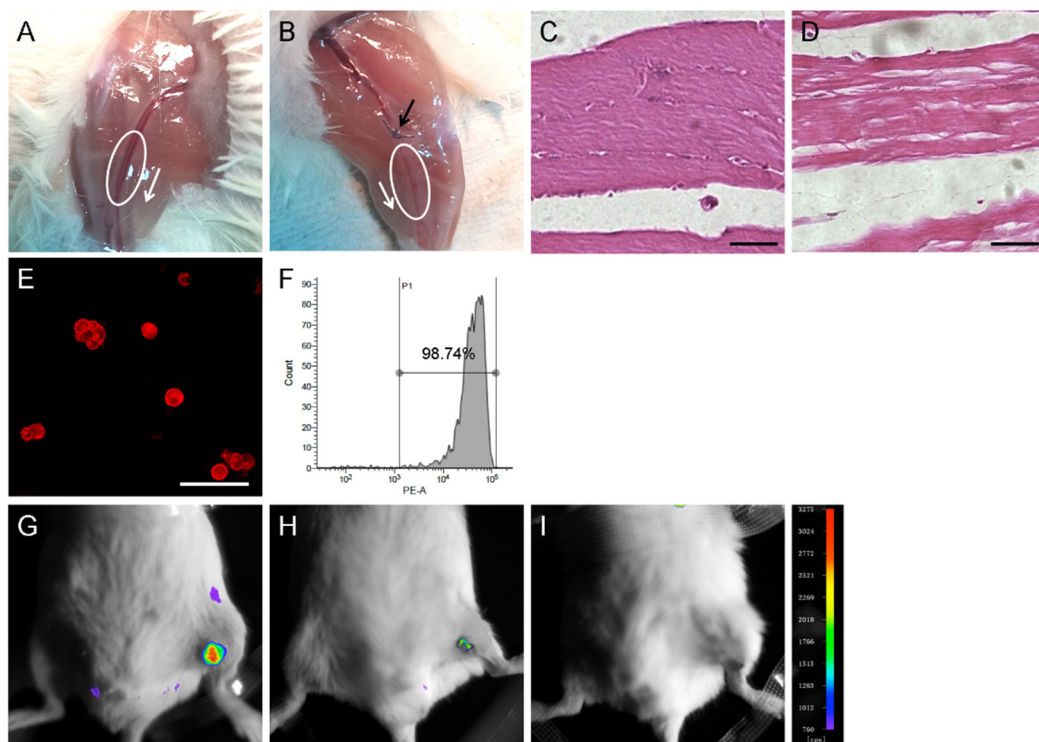

**Figure S2.** Establishment of mouse hind-limb ischemia model and cell transpantation(**A-B**) 7 days after ligation, anatomical observation of femoral artery in blank control group (**A**) and model group (**B**). (**C-D**) 28 days after ligation, histomorphological observation of adductor in blank control group (**C**) and model group (**D**). Scale bar=100  $\mu$ m. (**E**) Porcine iPSC-ECs are labeled with PKH26. Scale bar=50 $\mu$ m. (**F**) Flow cytometric analysis of PKH26 positive cells. (**G-I**) Fluorescence imaging of porcine iPS-ECs in the ischemic hind limb of mice after 1 day (**G**), 7 days (**H**) or 14 days (**I**) of cell transpantation.

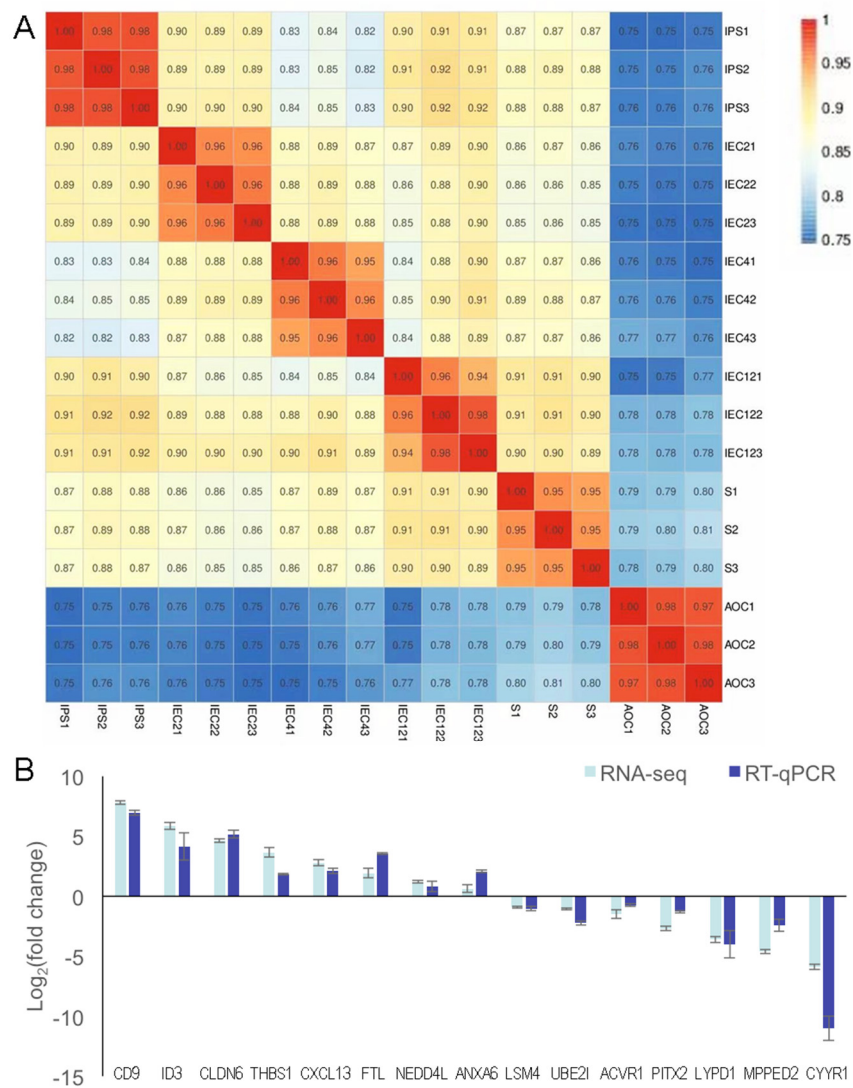

**Figure S3.** Correlation analysis and RT-qPCR verification. **(A)** Correlation analysis of genome-wide transcriptional profiles among samples. **(B)** RT-qPCR was used to verify the reliability of RNA-sequencing data.

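Pearson's r was computed between the 12 libraries on log2(FPKM + 1) across the 18889 genes above 0 in any library. These correlations are across genes, which are not independent replicates, and no p-value is given. Replicates of the same group had a median r of 0.983 (range 0.967 to 0.992 over 12 pairs). The median was 0.992 in AOC, 0.982 in IEC2, 0.978 in IEC4 and 0.981 in IEC12. IEC libraries of different stages had a median r of 0.933 (range 0.897 to 0.951), below every pair of replicates. AOC and IEC libraries had a median r of 0.855 (range 0.838 to 0.877), with 0.844 for IEC2, 0.852 for IEC4 and 0.871 for IEC12. The median between replicates moved most with Spearman's rho, to 0.949.

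**Figure D3:**
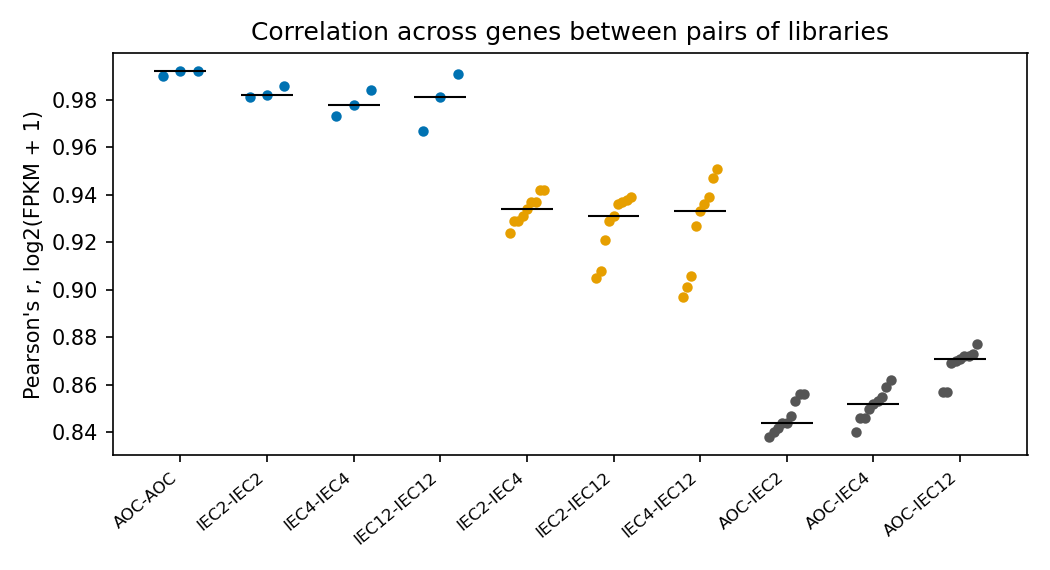
Pearson's r across genes on log2(FPKM + 1) for every pair of libraries, by the groups of the pair, with a point for each pair and a line for the median. Pairs of replicates lie at 0.967 or above, pairs of IEC stages at 0.951 or below, and pairs of AOC and IEC libraries at 0.877 or below.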

**Table S1.** Information of primary antibodies

| Protein                      | Catalogue | Supplier                 |
|------------------------------|-----------|--------------------------|
| VE-cadherin                  | sc-9989   | Santa cruz biotechnology |
| vWF                          | ab6994    | Abcam                    |
| eNOS                         | ab5589    | Abcam                    |
| Porcine CD31Alexa Fluor® 488 | FAB33871G | R&D Systems              |
| CD31                         | ab28364   | Abcam                    |
| Vimentin                     | V6630     | Sigma                    |
| SMAD2                        | GTX111075 | Gene Tex                 |
| pSMAD2                       | GTX133614 | Gene Tex                 |
| SMAD3                        | ab40854   | Abcam                    |
| pSMAD3                       | Ab118825  | Abcam                    |
| TGF- $\beta$ 1               | PA1-9574  | invitrogen               |
| $\beta$ -Actin               | A1978     | sigma                    |

**Table S2.** Information of quantitative-PCR primers

| Gene name   | Primer sequence (5'→3')  | Primer sequence (3'→5')   | Length<br>(bp) |
|-------------|--------------------------|---------------------------|----------------|
| GAPDH       | GCAAAGTGGACATTGTCGCCATCA | TCCTGGAAGATGGTGATGGCTT    | 160            |
| brachyury   | GCCAGATCATGCTGAACTCCTTA  | ATAAGCCGTCACCGCTATGAAC    | 128            |
| MIXL1       | GTCTTCCGCAGGACCATGTA     | TCAAATATCTCCCTTCCGTTTC    | 205            |
| PDGFR-2     | GGTCACCTGTGCCGTCTTTA     | TTTGATGGACGGGACCTTGG      | 115            |
| Mesp1       | CGTCTTGGGGGTCTCCTTCTG    | GGGGCCAATATTCCACCGTC      | 225            |
| Mesp2       | CAACGCAGCCCTTTGGATG      | GGGTTTCTGGTGACAGATAGGACTC | 167            |
| CD31        | CGAGGTCTGGGAACAAAGGG     | AGCCTTCCGTTCTAGAATATCTGTT | 97             |
| VE-cadherin | CCAAGCCCTATGAGGCCAAA     | AGTTGCTGTCCTCAGTGCTC      | 135            |
| VEGFR-2     | GAGCCCCTGATTACACCACC     | GCAGATACTGACTGATTCCCTGCT  | 297            |
| CD9         | TTCATCTTCTGGCTCGCTGG     | CGCCGGCTCCAATGAGAATA      | 142            |
| ID3         | CTCGCTCCGGAACCTTGTGAT    | AGCACCTGCGTTCTGGAAG       | 86             |
| CLDN 6      | ATATGGCCCGATACTCGGCA     | CACCCCCACCCGAATTAGAC      | 94             |
| THBS1       | CAGCATCCGCAAAGTGACTG     | CTGGACTCCGTTGTGGTAGC      | 85             |
| CXCL13      | TGTCCAACCAGAGAAGTCATAGTC | ACACTGGAGCTGGTAAAGTTGT    | 136            |
| FTL         | CATGAGCTCCCAGGTTTCGTC    | GCGGTTGAAATAGAAGCCCAGA    | 121            |
| NEDD4L      | CTTCGGAGCCAGTGATCCAT     | TCCACTTTGGGTTTCAGCGTC     | 113            |
| ANXA6       | TGCTGGCTGTAGTGAAGTGT     | GAATCAGGGTGTTGTCCCGA      | 102            |
| LSM4        | CGTTGCTGCCACTCCATTTC     | CGACAAGGGAAGCATGGTGT      | 127            |
| UBE2I       | CGTTATTCCACCCGAACGTG     | TCCTGTATTCTTAACAAGATCTGC  | 115            |
| ACVR1       | TGCATAGCAGATTTGGGCCT     | GAACTTCGGGGGCCATGTAA      | 109            |
| PITX2       | CGCTCCCTGGACTCTTCCAA     | GGCTCTTGTCTTTCTCTGCGG     | 88             |
| LYPD1       | TCTTGCTTCAAGGGTTGGCG     | GCAATTCACGATGAACTCGGG     | 98             |
| MPPED2      | AGCCCGGGAAAGAAACACG      | TGTGCCATCCTTCCTCCCTA      | 141            |
| CYYR1       | GGTGCTGCTCTTTGTCTACG     | TGGCTGTGCCCCGAGAGA        | 137            |

**Table S3.** Genes differently expressed between piPSCs and AOCs  
**(Excel table)**

How the deposited data were processed for this re-analysis (not part of the article)

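RNA sequencing of the porcine endothelial cell line AOC and of porcine iPS cells after 2, 4 and 12 days of endothelial induction (IEC2, IEC4 and IEC12) was analysed, with 3 biological replicates in each of the 4 groups. Replicate letters A, B and C were taken from the sample titles. The iPS and S libraries are not analysed here.

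The authors analysed the reads with the Galaxy web-based tool and deposited 1 FPKM value per gene and library. The aligner, the genome build, the annotation and any further scaling between libraries are not named in the paper's text. The unit was taken from the form of the tables and the values, which are not whole numbers and sum to a different total in each library. No genome coordinates are given, and genes are named by their Ensembl identifiers and by the symbols of a table of gene names, which held 13998 of the 19681 identifiers. Of the 1019 identifiers in the paper's Table S3, all 1019 were found and 790 had a symbol.

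The tests had been chosen for counts of reads before the values were seen. As the values are FPKM, limma (version 3.58.1, R version 4.3.3) was used on log2(FPKM + 1), with lmFit, contrasts.fit and eBayes with the variance tied to mean expression (trend = TRUE). Genes with an FPKM of at least 1 in at least 3 libraries of the fit were tested, 10542 in the 9 IEC libraries and 11053 in all 12. IEC4 was compared with IEC2 and IEC12 with IEC4 in a fit of the 9 IEC libraries, and AOC with IEC2 and with IEC12 in a fit of all 12. Calls needed a p-value under 0.001, a Benjamini-Hochberg adjusted p-value under 0.001 and an absolute log2 fold change above 3, the limits of the paper. The pairing of libraries comes only from the replicate letters, and a fit with the letter as a block is an alternative.

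Correlations, hierarchical clustering, PCA and Fisher's exact tests were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. The PCA used 999 genes of Table S3, centred and scaled. Contributions are squared loadings, and the top 10% counted as high. Coordinates of stages were compared with exact permutation tests (two-sided), for which 3 libraries against 3 allow no p below 0.1. The gene lists of the pathways were written by hand before the values were seen and are not the lists of KEGG or DAVID. A list was tested if at least 80% of its genes were found.

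The genes named were set before the values were seen. They are the genes the paper names, the 3 largest changes in each direction between stages among called genes whose replicates do not overlap, called members of the TGF-β list, and the 5 largest contributions to PC1 and PC2. Genes named outside this rule are marked as chosen after their values were seen. Not every gene under this rule is reported here.

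The number of reads is unknown. The depth of a library relative to the others was estimated from the fixed steps of low values and lay between 0.845 and 1.26, and the way to estimate it was revised after a first attempt placed few values on whole steps. The largest residual of the estimate was 0.015 on the log2 scale. No interval or floor from counts is given. An FPKM listed at 0 can be a failed estimate, and such genes are only said to be listed at 0.

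Alternatives for the limma tests were a pseudocount of 0.1, no filter, a fit of only the groups compared, the replicate block, median-of-ratios scaling, scaling to equal totals, a variance not tied to expression, other limits for calls, and each replicate left out in turn. Alternatives for correlations, clustering and PCA were Spearman's rho, other distances, other genes, genes not scaled or scaled, other scaling of libraries and replicates left out. The limma test was tested on simulated data, where it called 194 of 200 genes changed by 5 on the log2 scale and 0 of the others among 10082 genes tested. Smaller changes, nearer the limit of 3, were not simulated. At an adjusted p-value under 0.05 it called 199 of the changed genes and 13 others. The PCA ranking was tested on 1000 simulated genes, where 81 of 100 planted genes ranked among the top 100.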

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

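The tests in this part were chosen only after the result was seen.

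CDH1, a gene the paper does not discuss and named here after its values were seen, had a log2 fold change of 3.66 from IEC2 to IEC4 (standard error 0.548, adjusted p = 0.000801 with limma). It was the only gene past the paper's limits among the 20 tested of 77 marker genes that had been listed before the data were examined and that the paper does not name. Its FPKM was 0.0613, 0.229 and 0.0754 in the IEC2 replicates, 7.51, 6.54 and 42.8 in the IEC4 replicates, and 0.281, 0.395 and 0.419 in the IEC12 replicates, so that it was higher in 3 of 3 IEC4 libraries than in any library of the other stages. After median-of-ratios scaling the log2 fold change was 3.58. Without IEC4 replicate C, which had 6.09 times the mean FPKM of the other replicates, the log2 difference was 2.84. The median relative depth of IEC2 was 0.92 times that of IEC4. Scaling, replicate C alone and the depth of IEC2 therefore do not account for the difference, although its size depends on replicate C. The adjusted p ranged from 0.000197 to 0.00461 over 9 alternatives, and the call was lost in 5 of them. Whether some IEC4 cultures held cells of another type was not tested, and the change cannot be told apart from that explanation. The stage may be the reason, but this remains a hypothesis.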

How the results depend on the processing

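The alternatives named here were set before the data were examined, except the pseudocount of 0.1 for the limma tests, the scaling by median of ratios or to equal totals, the variance not tied to expression, the unfiltered fit for single genes, and the background of genes with a symbol, which were chosen after seeing the data. The count-based alternatives (DESeq2, and library size without TMM factors) were not run, because the values are FPKM. For the changes below, the cause was not tested.

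At an adjusted p-value under 0.05 without a fold change limit, 3932 genes passed for IEC4 against IEC2 (main value 124), 4660 for IEC12 against IEC4 (99), 7050 for AOC against IEC2 (605) and 6469 for AOC against IEC12 (487), and 94.25% of the tested Table S3 genes passed for AOC against IEC2 (45.0%). With a pseudocount of 0.1 the values were 343, 259, 1606, 1370 and 75.72%. The fits that each left out one replicate gave 88 to 102, 61 to 129, 538 to 633 and 414 to 501 genes, and 42.71 to 45.3% of the Table S3 genes. The other alternatives stayed within 1.5 times the main counts. With the replicate letter as a block, the counts were 115, 92, 604 and 486, and the share was 44.9%. Deviations of same-lettered libraries had mean correlations of -0.013, -0.086, -0.08 and -0.271 across genes.

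Scaled to equal totals, 253 of 603 genes (42%) were higher in AOC than in IEC2, against 328 of 605 (54.2%). With a pseudocount of 0.1, 43.2% were higher. For AOC against IEC12, 48.3% were higher, against 55.3% after median-of-ratios scaling and 38.5% with a pseudocount of 0.1. The median log2 fold change of all tested genes was 0.20 for IEC4 against IEC2 and 0.09 after median-of-ratios scaling. For IEC12 against IEC4 it was -0.15, and -0.32 at equal totals. For AOC against IEC2 it was -0.20, and -0.45 at equal totals, and for AOC against IEC12 it was -0.21, and -0.05 after median-of-ratios scaling.

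The median correlation between replicates was 0.949 with Spearman's rho, 0.967 with a pseudocount of 0.1 and 0.991 without a log (main value 0.983). It stayed between 0.976 and 0.989 with 1 replicate letter left out. Between stages it was 0.756 without a log, and between AOC and IEC libraries 0.488. All stages formed clusters of their own in each setting tried. The ratio of the distances of IEC12 to IEC4 and to IEC2 (1.07) was 1.11 with 1 minus Pearson's r, 1.04 with genes scaled, 0.999 with all expressed genes, where it reversed, and 1.01 to 1.12 with 1 letter left out. IEC2 and IEC12 joined first in the main setting, but IEC2 and IEC4 did so with all expressed genes and without replicate C.

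The share of PC1 (39.4%) was 47.8% with genes not scaled, 37.6% with all expressed genes and 41.5 to 44.8% with 1 letter left out. The relative coordinate of IEC4 on PC1 (0.85) was 0.0185 with all expressed genes and 0.882 to 0.998 with 1 letter left out. On PC2 (0.133) it was 0.408 with genes not scaled, 0.0428 with a pseudocount of 0.1, 0.98 with all expressed genes, 0.0916 after median-of-ratios scaling and 0.0228 to 0.252 with 1 letter left out. These coordinates are compared by the number of the PC. With all expressed genes the order of the 2 axes is reversed, with 0.125, 0.0185 and 0.799 in IEC2, IEC4 and IEC12 on PC1 and 0.0801, 0.98 and 0.676 on PC2, so these values do not show that IEC4 lost its position. On PC2 it fell below the coordinate of IEC2 (0.0614) with a pseudocount of 0.1, and also without replicate A (0.0878) or C (0.0374). The TGF-β list on PC1, at 0.908 times the number expected, reversed to 1.36 with the top 20%, 1.34 with contributions above the mean, 2.72 with genes not scaled and 1.25 with all expressed genes, and gave 0.0 to 0.911 with 1 letter left out. On PC2, at 0.0, it reversed to 1.36 with the top 20%. None of these had a p-value under 0.05 in Fisher's exact test, and the smallest was 0.0887.

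Of 561 values for 49 changes of single genes, 538 kept their direction and their side of the limits, 18 were weaker, 4 stronger and 1 reversed. The weaker values were those of CDH1 from IEC2 to IEC4 and of PLAU, MMP7 and BAMBI from IEC4 to IEC12. BAMBI from IEC2 to IEC4 (0.115) reversed to -0.051 without IEC4 replicate C, and the fits that each left out one replicate gave -0.051 to 0.32. Genes with 9 rather than 12 alternatives were filtered out when a replicate of 1 group was left out. As the read numbers are unknown, the smallest FPKM that a library can show was not estimated, which limits what can be said of genes listed at 0.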

Differences from the paper's values

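No test was chosen for this part after the values were seen. The paper's correlations were read by eye from the colours of Fig. S3A.

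The median Pearson's r between replicates was 0.992 in AOC, where the paper's value is about 0.98 in Fig. S3A, read by eye. It was 0.982 in IEC2, 0.978 in IEC4 and 0.981 in IEC12, where the paper's values are about 0.96 in Fig. S3A, read by eye. Between stages it was 0.934 for IEC2 and IEC4, 0.931 for IEC2 and IEC12 and 0.933 for IEC4 and IEC12, where the paper's values are about 0.88 in Fig. S3A, read by eye. Between AOC and IEC2 it was 0.844 against the paper's about 0.75, between AOC and IEC4 0.852 against about 0.76, and between AOC and IEC12 0.871 against about 0.78, all in Fig. S3A and read by eye.

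Of the alternatives set before the data were examined, the use of genes with an FPKM of at least 1 in 3 libraries gave values that differ from the paper's by no more than the SD among the pairs of libraries for AOC and IEC2 (0.745), AOC and IEC4 (0.754), AOC and IEC12 (0.789), IEC2 and IEC12 (0.882), IEC4 and IEC12 (0.885), the IEC4 replicates (0.967) and the IEC12 replicates (0.973). Spearman's rho did so for the IEC12 replicates (0.949) and for IEC4 and IEC12 (0.897), a pseudocount of 0.1 for the IEC4 replicates (0.962) and the IEC12 replicates (0.971), and leaving out replicate B for the IEC12 replicates (0.966). The values without a log and those without replicate A or C did not. For the AOC replicates, the IEC2 replicates and IEC2 and IEC4, no alternative came within that SD. The closest values were 0.983 and 0.966 with a pseudocount of 0.1 for the AOC and IEC2 replicates, and 0.892 with genes with an FPKM of at least 1 in 3 libraries for IEC2 and IEC4. The SD does not cover the error of reading colours by eye, which was not measured and can exceed some of these gaps.

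Fig. 4A of the paper places IEC4 beside IEC12 and S, apart from iPS and IEC2. Among the 9 IEC libraries, IEC2 joined IEC12 first, at a height of 46.1, and IEC4 joined last, at 56.4. With all expressed genes, and with the Table S3 genes without replicate C of each stage, IEC2 joined IEC4 first. No setting that was run joined IEC4 with IEC12 first. These trees lack the iPS and S libraries, and the paper's text does not name the distance and linkage of Fig. 4A. The order of joining can differ for these reasons and does not contradict Fig. 4A. The paper states that PC1 basically kept its direction throughout the differentiation. On PC1 of the IEC libraries, the relative coordinate was 0.85 in IEC4 and 0.36 in IEC12, on axes that do not include iPS and S. The paper states that genes contributing to PC1 and PC4 are enriched in several pathways including TGF-β signaling. On the top 4 PCs of the IEC libraries, which are not the PCs of the paper, the smallest adjusted p-value over 12 tests was 0.105, for the ECM–receptor interaction list on PC3. With 1.1 to 1.4 members expected per list, these tests cannot show a deficit and do not speak to the PC4 of the paper. The paper gives the number of genes in Table S3 in its text, and the table holds 1019 identifiers.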

Other observations

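The tests of splits, of the endothelial genes, of the depth and scaling of IEC12 replicate A and of the directions in Figure S3B were chosen only after the results were seen. The test of mitochondrial genes was chosen before.

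Between IEC2 and IEC4, 124 of 10542 genes passed the paper's limits with limma, 104 higher and 20 lower. Between IEC4 and IEC12, 99 passed, 15 higher and 84 lower. The fits that each left out 1 replicate gave 65 to 82 higher and 19 to 23 lower between IEC2 and IEC4. Between IEC4 and IEC12 they gave 8 to 17 higher and 49 to 112 lower. With the replicate letter as a block, 115 and 92 passed, and same-lettered libraries had mean correlations of -0.013 and -0.086 across genes. Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes for each comparison, and with 10 splits the share cannot fall below 0.1. No gene passed in the 9 other splits, in which 127 to 324 genes (IEC4 against IEC2) and 53 to 801 genes (IEC12 against IEC4) had an unadjusted p under 0.05, against 4936 and 5585 in the real split. The other splits mix both stages within each group, so the stage difference widens the spread within groups. Their counts therefore do not measure false calls. Among the 10 splits, 4 part all 3 pairs of same-lettered libraries, the real one among them, and the others leave a same-lettered pair together.

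The largest rises from IEC2 to IEC4 were those of CD9 (6.18, adjusted p = 3.28e-05), ANKRD1 (6.00, 2.3e-05) and PSCA (5.99, 2.32e-05), as log2 fold changes with limma. The largest falls were those of TXNIP (-6.37, 2.09e-05), CRHBP (-5.73, 1.58e-06) and CYP1A1 (-5.41, 5.16e-06). From IEC4 to IEC12, DKK1 (6.70, 9.97e-06) and STMN2 (5.01, 2.48e-06) were among the largest rises, and PLAU (-6.23, 0.000617), GABRP (-6.01, 5.44e-06) and MMP7 (-5.86, 0.000301) fell most. The calls of PLAU and MMP7 were lost in some alternatives, with adjusted p-values from 1.85e-05 to 0.00347 and from 8.55e-05 to 0.00202. Of the 104 genes higher in IEC4, 41 were called lower by IEC12 and 86 were lower at an adjusted p-value under 0.05. Their median log2 difference from IEC2 was 3.51 in IEC4 and 0.69 in IEC12. The same IEC4 libraries enter both comparisons, so part of this return can come from genes chosen for high values in IEC4, and this was not tested. Of the 20 genes lower in IEC4, 1 was called higher by IEC12 and 14 were higher at an adjusted p-value under 0.05. Their median log2 difference from IEC2 was -3.81 in IEC4 and -2.51 in IEC12.

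Between AOC and IEC2, 605 of 11053 genes passed, 328 higher and 277 lower in AOC, and between AOC and IEC12, 487 passed, 235 higher and 252 lower (48.3% higher). After median-of-ratios scaling, chosen after seeing the data, 283 were higher and 229 lower (55.3%) for AOC against IEC12, and with a pseudocount of 0.1, 38.5% were higher, so that which direction prevails depends on the setting. With the replicate block 604 and 486 passed, and same-lettered libraries had mean correlations of -0.08 and -0.271 across genes. Only 1 of the 10 splits, the real one, gave as many genes in each comparison. No gene passed in the 9 other splits, in which 50 to 324 and 29 to 837 genes had an unadjusted p under 0.05, against 7423 and 6943. Here too the other splits mix AOC and IEC libraries within each group, so their counts do not measure false calls. The paper's Table S3 compares iPS cells with AOC. Of its genes, 454 of 1009 tested (45.0%) passed for AOC against IEC2, and 151 of the other 10044 genes (1.5%) did. The odds ratio was 53.6 in Fisher's exact test (two-sided), with a p-value below 1e-300. The same AOC libraries may lie behind Table S3, so that this overlap shows no independent stability. At an adjusted p-value under 0.05 without a fold change limit, the share was 94.25%, against 60.72% of the other genes (odds ratio 10.6). With a pseudocount of 0.1 the share was 75.72%, against 8.38% of the other genes (odds ratio 34.1).

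The paper sorted CD31-positive cells from 10.18% of the cells on day 12. PECAM1, the gene of CD31, had an FPKM of 114 ± 20.3 (SD, n = 3) in AOC and 0.062 ± 0.0429 in IEC12. If 10.18% of the cells held as much as AOC, 11.6 would be the FPKM, 187 times the value found. CDH5 was at 125 ± 18.7 in AOC and is listed at 0 in every IEC library. Of the endothelial genes listed before the data were examined, 8 had an FPKM of at least 10 in AOC, and all 8 were below 1 in every IEC12 library, at a median of 0.0203% of AOC and at most 0.15%. As these 8 genes are strong in AOC, gene models that cannot be quantified do not account for the low values. The median relative depth of IEC12 was 1.26 times that of AOC, and scaling factors differed between libraries by at most 1.28-fold, both far from the shortfall. PECAM1 was at most 0.554 in any of the 9 IEC libraries, so that a swap of labels among them does not account for its low value in IEC12. Of the 17 endothelial genes found, the other 9 were below 10 FPKM in AOC and below 1 in every IEC12 library. Some of them were not as low relative to AOC, with NOS3 at 8.68%, MMRN2 at 4.36%, ETV2 at 23.3% and SOX18 at 301% of AOC, where SOX18 had an FPKM of 0.0237. MMRN2, ETV2 and SOX18 were chosen after their values were seen. Whether the IEC12 libraries came from cultures with as many CD31-positive cells, or whether RNA per cell differs from AOC, was not tested, and the pattern cannot be told apart from these.

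The paper measured TGF-β1 by ELISA and Western blot in cultures of its own. TGFB1 was too low to be tested, with an FPKM of 0.451 ± 0.0835 (SD, n = 3) in IEC2, 0.861 ± 0.153 in IEC4 and 0.289 ± 0.141 in IEC12. TGFB2 and TGFB3 are named after their values were seen. In the same order, TGFB2 was at 1.65 ± 0.185, 12.0 ± 8.14 and 1.11 ± 0.451, and TGFB3 at 0.0772 ± 0.0629, 0.27 ± 0.271 and 0.439 ± 0.166. For Smad2 and Smad3 the paper measured protein and phosphorylation, which RNA values do not show. SMAD2 rose by 0.40 from IEC2 to IEC4 (adjusted p = 0.0496 with limma, 0.0304 to 0.179 over its alternatives) and by 0.45 from IEC4 to IEC12 (0.0269, 0.0171 to 0.192). SMAD3 fell by 0.48 (adjusted p = 0.0441, 0.0236 to 0.125) and fell by 0.52 (0.0289, 0.0129 to 0.0984). Of the mesoderm genes the paper measured by RT-qPCR, MESP2 rose by 1.05 from IEC2 to IEC4 (adjusted p = 0.00239). MESP1 was too low to be tested, and reads of MESP1 and MESP2, which are paralogs, may have been shared by the authors' processing. That sharing was not tested, and the change of MESP2 was 2.62 with a pseudocount of 0.1. MIXL1 is listed at 0 in all 12 libraries, and the paper's PDGFR2 can stand for PDGFRA or PDGFRB. PDGFRA changed by -1.74 (adjusted p = 0.000341). PDGFRB was too low to be tested and moved the other way, with an FPKM of 0.0663 ± 0.103 in IEC2 and 0.384 ± 0.0547 in IEC4. GAPDH, for which the paper lists RT-qPCR primers, was at 4840 ± 464 FPKM in IEC2, 1820 ± 235 in IEC4 and 668 ± 131 in IEC12. It changed by -1.41 (adjusted p = 0.000222) and by -1.46 (adjusted p = 0.000217), and between -1.67 and -1.30 over the alternatives of both changes. Its value was lower in 3 of 3 libraries at each step.

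Figure S3B gives the direction of change for 15 genes without naming the comparison, and 13 of them were found by symbol. Their directions were the same as those of IEC4 against IEC2 for 13 genes, of IEC12 against IEC2 for 6 and of IEC12 against IEC4 for 1. For AOC against IEC2, IEC4 and IEC12 they were the same for 10, 9 and 9 genes. Only the sign of each difference was compared, however small. For IEC4 against IEC2, FTL, NEDD4L, ANXA6 and LSM4 showed no clear change, with adjusted p-values of 0.17, 0.257, 0.567 and 0.392 with limma.

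IEC12 replicate A lay apart from replicates B and C, with a mean distance to them that was 1.54 times the distance of B to C over the Table S3 genes. In A, a single gene without a symbol took 13.37% of the FPKM sum, against 8.95% in B and 7.14% in C. With this gene and the mitochondrial genes removed and the rest rescaled, the ratio was 1.53. The sums of the other genes already differed by at most 1.02-fold between A, B and C, so this rescaling hardly moved the values. After median-of-ratios scaling the ratio was 1.53 as well, so a shift shared by all genes of a library does not account for the distance. Reads taken by the mitochondrial genes and this single gene would lower the other genes of A together. The removal and rescaling cannot decide this, since they hardly moved the values. The median-of-ratios factors were 0.97 in A, 1.082 in B and 1.12 in C, so that scaling did move A against B and C. Only its unchanged ratio argues against such a loss of reads as the cause of the distance. The relative depth of A was 1.22 times the mean of B and C, so a lower depth does not account for it either. No biological explanation was tested. IEC4 replicate C also lay apart. Compared with the mean of A and B, its FPKM was 11.8 times higher for EPCAM, 9.94 times for THBS1, 3.56 times for CD9, 2.93 times for CLDN6 and 1.69 times for LIN28A. EPCAM and LIN28A were chosen after their values were seen.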
